A study of Mus musculus and Acomys cahirinus with 16 samples.

How the data were processed

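Skin of the laboratory mouse (Mus musculus) and of the African spiny mouse (Acomys cahirinus) was profiled by sequencing of polyadenylated RNA in 16 samples. Per the labels, each species gave 4 untreated samples and 4 samples treated with DMBA/TPA. The design text of the series describes irradiated fibroblasts instead. Its title and the sample labels describe untreated and treated skin, and the labels were followed. DMBA (dimethylbenzanthracene) is a carcinogen that mutates DNA, and TPA is a phorbol ester that promotes the outgrowth of mutated cells. The labels give no dose, treatment time, age, sex or strain, and do not say whether a treated sample held tumour or tumour-free skin. Per the labels' protocols, RNA was extracted with a column kit and stranded mRNA libraries were made.

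The values used are raw fragment counts per gene, which the authors deposited as 2 tables, 1 for each species. Per the file headers, reads were counted with featureCounts 2.0.3 as read pairs with both ends mapped. Per the file headers, the mouse table used the GRCm39 genome with the Ensembl 108 annotation and holds 56980 genes by identifier, and the spiny mouse table used the AcoCah2 assembly and holds 19818 genes by name. No strand option appears in the counting command per the file headers, so overlapping genes on opposite strands could not be told apart. Fragments mapping to several places or to several genes were not counted under the options in the file headers, which lowers the counts of near-identical gene copies. The aligner and any trimming are not stated. The deposited gene lengths were used only for checks of length bias. Mouse symbols were assigned by identifier from the GENCODE M39 annotation of the same genome build, which named 56236 identifiers and left 744 without a symbol. Coordinates are those of the deposited tables, as GRCm39 chromosomes or AcoCah2 scaffolds.

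Treated columns carry the library names of the labels. Untreated columns carry another code, and were assigned by species letter and replicate number, each matching 1 label only. The column of untreated mouse replicate 2 alone has a further suffix to its name, whose meaning is not stated. Total counts per sample ran from 19608787 to 30198281 in mouse and from 21143918 to 30561256 in spiny mouse. The smallest level that 3 counts can show was between 0.0982 and 0.153 CPM (counts scaled to a common library total). Such floors cover counting error only, since the libraries carry no molecular identifiers. Replicates were compared by a chi-square test of their counts over genes with at least 20 counts. Across the 24 within-group pairs the statistic per degree of freedom ran from 11.35 to 165.8, so no pair agreed within sampling noise and all 16 samples were kept as separate replicates.

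Within each species, genes were filtered with filterByExpr, scaled with TMM factors and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, as treated over untreated. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are TMM-scaled CPM, given as mean ± SD. The difference between the species was tested as the species by treatment interaction over symbols found once in each table and passing the filter in both, with the effective library sizes of each species. A positive difference means a larger log2 fold change in spiny mouse. Differences of annotation or gene length between the species cancel in this term only where they act alike on treated and untreated samples.

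Before the data were examined, 8 gene sets of 119 listed genes in all were fixed, and 4 further lists were fixed as tissue composition markers. Sets were tested with camera of limma 3.58.1, with the correlation between genes estimated from the data and adjustment over the 8 sets of each comparison. Set scores are mean log2 CPM over the genes of a set, with a prior count of 2. Named genes were chosen by a rule written before the data were examined. In each species these were the 5 largest rises and the 5 largest falls among called genes with a symbol, an average log2 CPM of at least 3 and groups that did not overlap. For the species difference the rule took the 5 largest differences each way among called genes with an average log2 CPM of at least 3 in both species. Members of the 8 sets could be named as well.

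The replicate numbers 1 to 4 recur in every group of the labels, which do not say whether they pair animals. Fits with the replicate number as a block were made as alternatives. Whether the numbers pair samples was checked by the mean correlation, across genes, of the deviations of same-numbered samples from their group means. Other alternatives were DESeq2 1.42.0 (test, and size factors alone), upper-quartile factors, no low-count filter, a mean of at least 10 counts, a robust fit, limma-voom with sample weights, an absolute log2 fold change of at least 1, TMM over all 16 libraries, summing repeated symbols, camera with a fixed correlation of 0.01, the fry rotation test, and leaving out each replicate. Alternatives chosen after seeing the data were library size scaling alone, hair follicle and skeletal muscle scores as covariates, older symbols joined through synonyms, and correction of the counts for gene length or GC content.

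The procedure was tested on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed by 1 log2 unit. In mouse 40.0% of the changed genes were recovered among 19335 tested, in spiny mouse 81.5% among 14750, and for the species difference 41.0% among 13573. False calls numbered 1, 8 and 3. A raised set was recovered by camera with an adjusted p of 4.82e-06, and none of the other 7 sets was called. Simulated genes were drawn independently of each other, while the estimated correlation between genes of the real sets reached 0.826. The set result therefore does not show how camera performs on correlated sets.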

Results

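Transcript levels were measured in untreated and DMBA/TPA-treated skin of mouse and spiny mouse, with 4 samples in each of the 4 groups. In untreated mouse skin the total counts of replicates 1 to 4 were 23513181, 19608787, 25420752 and 20825718. Treated mouse samples had 20987750, 24716585, 30198281 and 28628017 counts. For untreated spiny mouse skin the totals were 30561256, 25384861, 28472213 and 21143918, and for treated spiny mouse skin 22174740, 28498572, 27272843 and 21829796. The 10 most abundant genes took between 6.744% and 13.12% of the counts of a mouse sample and between 4.731% and 5.77% of those of a spiny mouse sample. The highest mouse share, 13.12%, was in untreated replicate 2. No sequencing batch or date was given in the labels.

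A principal component analysis within each species separated treated from untreated samples on its first component, which held 74.8% of the variance in mouse and 67.7% in spiny mouse. In mouse the second component (15.5%) set untreated replicate 2 at -111.9, with the other 7 samples between -1.04 and 40.2. In spiny mouse the second component (16.1%) placed untreated replicates 1 and 2 and treated replicates 3 and 4 between 18.56 and 35.77, and the other 4 samples between -38.65 and -15.65, so it did not separate the treatment groups, and samples of the same number lay on opposite sides of 0.

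The effect of DMBA/TPA in mouse skin was asked first. Of 19740 genes tested, 12085 were called (61.2%), 5121 higher and 6964 lower in treated skin. At an absolute log2 fold change of at least 1, 1936 were higher and 4794 lower. Treated and untreated samples did not overlap for 11564 of the tested genes (58.6%), where chance gives 2.86%. The count moved most when the skeletal muscle score was added as a covariate, a score that itself separated the groups, and 2 genes were then called. The balance of directions depended on the scaling. Higher genes made up 42.4% of the calls with TMM factors, 48.4% with DESeq2 size factors, 30.5% with upper-quartile factors and 28.6% with library size alone. Correction for gene length gave 53.7% and correction for GC content 54.1%. Relative to TMM, the median log2 fold change moved by 0.096 with DESeq2 size factors, by -0.21 with upper-quartile factors, by -0.24 with library size alone, by 0.16 with the length correction and by 0.12 with the GC correction.

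The largest rise among the named mouse genes was that of Serpinb3a (ENSMUSG00000044594, chromosome 1, 106973317 to 106980033, minus strand), a serine protease inhibitor gene. Its level was 0.404 ± 0.286 CPM in untreated and 103 ± 33.99 CPM in treated skin (SD, n = 4 each), a log2 fold change of 7.95 (SE 0.498, edgeR quasi-likelihood adjusted p 6.86e-06). Spink12 (ENSMUSG00000061144, chromosome 18, 44237474 to 44241610) rose from 0.161 ± 0.145 to 30.4 ± 3.33 CPM, a log2 fold change of 7.48 (SE 0.415, edgeR adjusted p 4.18e-06). Klk14 (chromosome 7, 43339842 to 43344960), Sprr2a1 (chromosome 3, 92123106 to 92129218) and Sprr2d (chromosome 3, 92246447 to 92248180) rose by log2 fold changes of 7.44, 7.22 and 7.13, with edgeR adjusted p-values of 1.28e-05, 0.000111 and 2.83e-05. Exons of Klk14 and Sprr2a1 overlap another annotated gene. Serpinb3a and the Sprr2 genes belong to families of similar copies, so their counts are uncertain.

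Among falls, Skint7 (ENSMUSG00000049214, chromosome 4, 111830120 to 111845420) went from 28.9 ± 4.76 to 0.355 ± 0.228 CPM, a log2 fold change of -6.39 (SE 0.413, edgeR adjusted p 8.09e-06). Dab1 (ENSMUSG00000028519, chromosome 4, 103476556 to 104602041) went from 23.2 ± 7.96 to 0.304 ± 0.278 CPM, a log2 fold change of -6.35 (SE 0.547, edgeR adjusted p 2.6e-05). The pseudogene Mrgprb11-ps (chromosome 7, 48334369 to 48335362) changed by -6.33 (SE 0.745, edgeR adjusted p 0.000132). Skint7 and Mrgprb11-ps have similar copies in the genome, and their counts are uncertain for that reason. Apob (chromosome 12, 8027648 to 8066835) and Alb (chromosome 5, 90608756 to 90624461) had log2 fold changes of -9.01 (SE 2.09) and -7.78 (SE 2.13), with edgeR adjusted p-values of 0.00488 and 0.0109. Their untreated means of 29.2 ± 53.6 and 101 ± 197 CPM rested on untreated replicate 1, with 109.6 CPM of Apob and 395.6 CPM of Alb, and DESeq2 did not call either gene.

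In spiny mouse skin 14833 genes were tested for the effect of DMBA/TPA, and 8180 were called (55.1%), 4183 higher and 3997 lower. At an absolute log2 fold change of at least 1, 1000 were higher and 1226 lower. The groups did not overlap for 7544 tested genes (50.9%, against 2.86% by chance). Deviations of same-numbered spiny mouse samples were negatively correlated across genes, with a mean of -0.355, against 0.119 for samples of different numbers. Deviations from a group mean sum to 0, so the value of 0.119 largely follows from that of -0.355. How often another assignment of the numbers would give as large a value was not tested. With the replicate number as a block 7418 genes were called, 3866 higher and 3552 lower, of which 7273 were also called without the block. Adding the skeletal muscle score as a covariate moved the count most, to 577.

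Il24 (scaffold_5, 59088449 to 59094027), a cytokine gene, rose from 0.288 ± 0.152 to 46.9 ± 12.3 CPM (SD, n = 4 each), a log2 fold change of 7.27 (SE 0.318, edgeR adjusted p 3.54e-06). S100a9 (scaffold_7, 126597739 to 126600714) rose from 7.63 ± 2.78 to 649 ± 37.8 CPM, a log2 fold change of 6.41 (SE 0.297, edgeR adjusted p 3.54e-06). Cdhr1, Sprr2k and Uox rose by log2 fold changes of 7.06, 6.19 and 5.98, with edgeR adjusted p-values of 5.26e-06, 1.99e-05 and 1.05e-05. The keratin gene Krt2 (scaffold_6, 134289863 to 134298136) fell from 76.8 ± 68.9 to 0.424 ± 0.220 CPM, a log2 fold change of -7.51 (SE 1.08, edgeR adjusted p 0.00042). Lce1m, Fcgbp, Slc9a3 and Sema3d changed by -4.64, -4.18, -4.11 and -4.02, with edgeR adjusted p-values of 3.76e-05, 0.000307, 6.58e-05 and 1.05e-05. Sprr2k and Lce1m are members of families of similar copies and their counts are uncertain. With the replicate block (same-numbered samples correlated at -0.355), log2 fold changes were 7.22 for Il24, 6.48 for S100a9 and -7.14 for Krt2, with edgeR adjusted p-values of 0.000303, 0.000303 and 0.0016.

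The 8 gene sets fixed in advance were compared next. Of the listed genes that were tested, 72 of 112 were called in mouse and 83 of 107 in spiny mouse, whether p-values were adjusted over all genes or over the list alone. All 16 proliferation genes tested were higher in treated mouse skin, with a mean log2 fold change of 1.53 (camera adjusted p 0.0457). In spiny mouse all 15 tested were higher, with a mean of 1.51 (camera adjusted p 0.0773), short of the threshold. The proliferation score went from 4.02 ± 0.108 to 5.55 ± 0.100 in mouse and from 4.39 ± 0.148 to 5.89 ± 0.190 in spiny mouse (log2 CPM, SD, n = 4). The hyperplasia set, made of keratin, S100, Sprr and connexin genes and the cytokine gene Il36a, used as markers of thickened epidermis, rose by a mean of 4.53 in mouse (camera adjusted p 0.0457) and 3.21 in spiny mouse (camera adjusted p 0.0183). Its score moved from 4.86 ± 0.766 to 9.68 ± 0.216 in mouse and from 5.66 ± 0.444 to 8.92 ± 0.0596 in spiny mouse.

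The mouse calls of the proliferation and hyperplasia sets lay close to the threshold. With DESeq2 size factors in place of TMM the camera adjusted p was 0.0589 for both sets. The means moved most with the skeletal muscle score as a covariate, to 1.13 for proliferation and 1.33 for hyperplasia, neither of which passed.

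Inflammation genes, among them cytokines and chemokines, rose by a mean log2 fold change of 2.81 in spiny mouse (camera adjusted p 0.00346), with 14 of 15 genes higher. In mouse the mean was 0.35 (camera adjusted p 0.782), and the scores of treated and untreated samples overlapped. For example, Il1b went from 5.31 ± 1.93 to 90.6 ± 18.8 CPM in spiny mouse and from 6.14 ± 3.54 to 7.35 ± 2.32 CPM in mouse. Not every gene of the set was flat in mouse, where 4 of the 14 tested were called. By log2 fold change 3 were higher (Cxcl1 2.01, Cxcl5 2.62, Il1rn 1.04) and 1 was lower (Nos2 -1.25). With the replicate number as a block in spiny mouse (same-numbered samples correlated at -0.355), the means were 3.31 for hyperplasia (camera adjusted p 0.201), 2.79 for inflammation (camera adjusted p 0.101) and 1.51 for proliferation (camera adjusted p 0.223), so none of these sets passed.

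T cell genes had a mean log2 fold change of -0.87 in mouse (camera adjusted p 0.559) and 1.37 in spiny mouse (camera adjusted p 0.33). The T cell score fell from 1.40 ± 0.198 to 0.590 ± 0.0925 in mouse and rose from 1.84 ± 0.346 to 3.13 ± 0.402 in spiny mouse, without overlap of groups in either species. Interferon-induced genes had a mean of -1.23 in mouse, with 16 of 16 lower (camera adjusted p 0.701), and 1.11 in spiny mouse, with 12 of 12 higher (camera adjusted p 0.446). With fry, which tests the genes of a set without setting them against all other genes, adjusted p-values were 0.00116 and 0.0022 for the T cell set and 0.0213 and 0.0145 for the interferon set, in mouse and spiny mouse. Terminal differentiation genes had means of 1.06 (camera adjusted p 0.559) and -0.28 (0.893), extracellular matrix genes 0.22 (0.782) and -0.36 (0.541), and p53 and senescence genes 0.08 (0.782) and 0.12 (0.893), in mouse and spiny mouse. In spiny mouse with the replicate block (same-numbered samples correlated at -0.355), the T cell mean was 1.35 (camera adjusted p 0.223) and the interferon mean 1.03 (camera adjusted p 0.367).

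**Figure D1:**
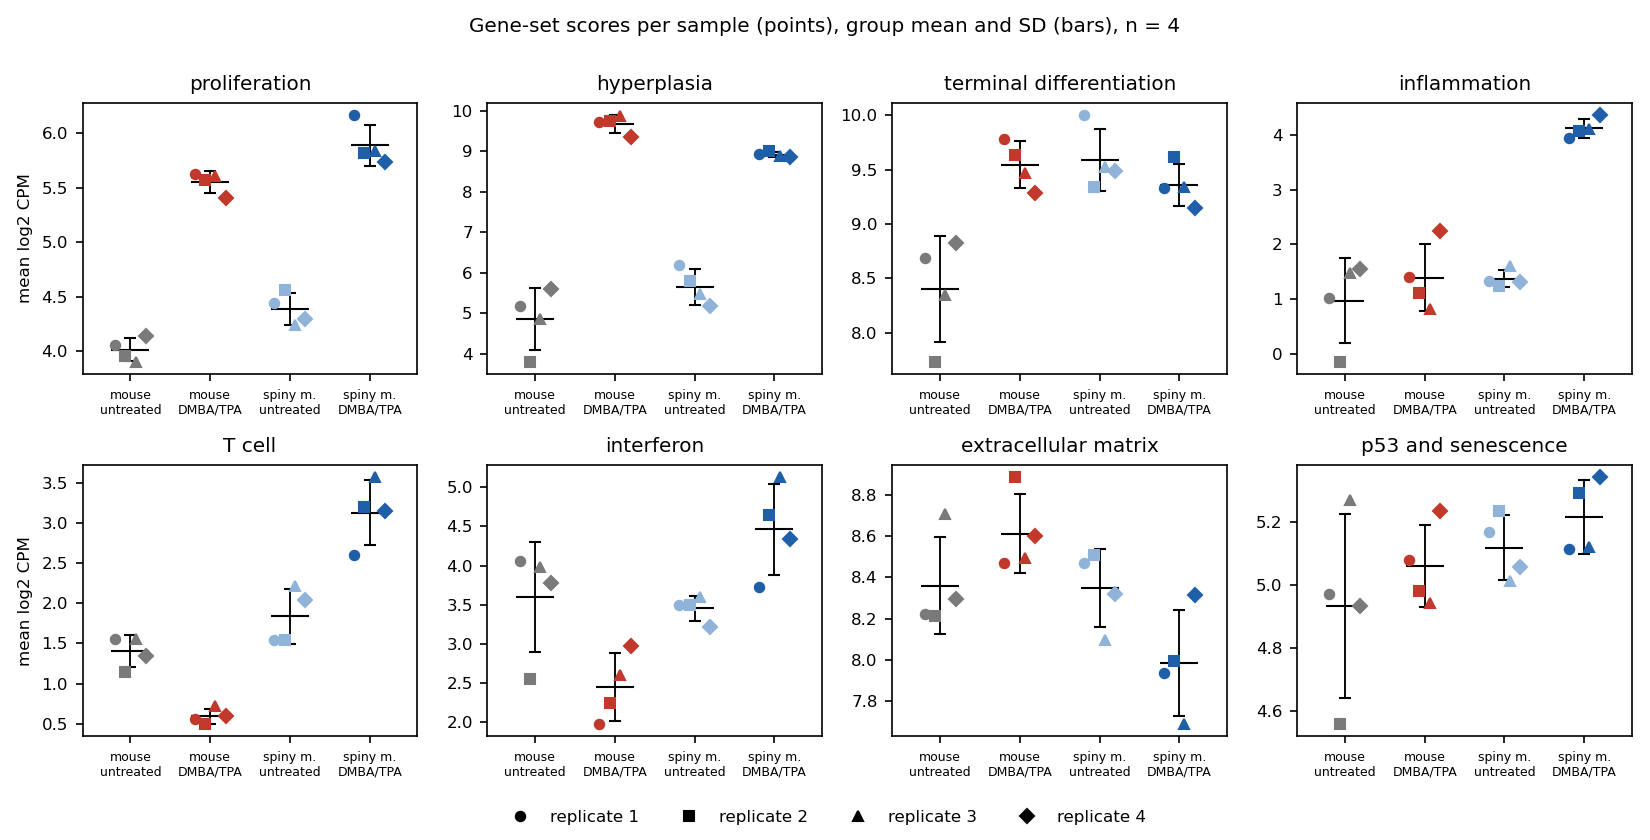
Scores of the 8 gene sets, as mean log2 CPM on the vertical axis, for each sample of the 4 groups, with the group mean and SD (n = 4) as bars and the replicate number as symbol. The T cell score lay between 0.497 and 0.716 in treated mouse skin and between 2.60 and 3.57 in treated spiny mouse skin, against 1.14 to 1.56 and 1.54 to 2.22 in the untreated groups.

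Whether the treatment effect differed between the species was tested as an interaction over 13656 shared symbols. The difference was called for 6290 genes (46.1%), 2921 with a larger and 3369 with a smaller log2 fold change in spiny mouse, and for 2928 at an absolute difference of at least 1, of which 1571 were larger and 1357 smaller in spiny mouse. The direction of these calls depended on the scaling. Positive differences were 46.4% of the calls with TMM factors, 36.9% with DESeq2 size factors, 61.2% with upper-quartile factors, 66.2% with library size alone and 36.3% without the low-count filter. The median difference moved by -0.10, 0.16, 0.22 and -0.13 in these 4 fits. With the replicate number as a block in each species 5723 genes were called, of which 5597 were also called without it; the mean correlation of same-numbered samples was -0.355 in spiny mouse.

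Among called genes with an average log2 CPM of at least 3 in both species, the 5 largest positive differences were those of Gvin3, Pkib, Irgm1, Clca2 and Clec7a. Gvin3, a gene for an interferon-inducible GTPase, went from 19.5 ± 5.17 to 9.42 ± 2.11 CPM in mouse (chromosome 7, 106195950 to 106203242) and from 3.75 ± 0.259 to 130 ± 104 CPM in spiny mouse (scaffold_12, 11912887 to 11925829). Its difference was 6.16 (SE 0.918, edgeR adjusted p 7.7e-05). Clca2 fell from 113.5 ± 19.1 to 30.9 ± 9.12 CPM in mouse and rose from 12.2 ± 1.35 to 69.1 ± 10.3 CPM in spiny mouse, a difference of 4.38 (SE 0.265, edgeR adjusted p 2.73e-08). Differences were 4.55 for Pkib (SE 0.348), 4.44 for Irgm1 (SE 0.614) and 4.01 for Clec7a (SE 0.501), with edgeR adjusted p-values of 1.98e-07, 4.05e-05 and 1.71e-05. Gvin3 and Irgm1 belong to families of similar copies and are uncertain.

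Under the same limit, the 5 largest negative differences were those of the hair keratin Krt27 and the keratin-associated genes Krtap3-1, Krtap3-3, Krtap1-5 and Krtap9-3, from -8.28 to -8.65. Across fits that each left out 1 replicate all kept their call, but the sizes varied widely. They ran from -7.565 to -15.1 for Krtap3-1, from -7.43 to -13.73 for Krtap3-3 and from -7.475 to -13.18 for Krtap1-5. For Krtap9-3 the range was -7.60 to -13.48 and for Krt27 -7.83 to -13.24. With the replicate block the differences ran from -10.94 for Krtap3-3 to -13.35 for Krt27. Krt27 rose from 63.5 ± 123 to 3693 ± 194 CPM in mouse (chromosome 11, 99236391 to 99241930), and went from 553 ± 437 to 103 ± 123 CPM in spiny mouse (scaffold_9, 21940745 to 21947042), a difference of -8.28 (SE 2.23, edgeR adjusted p 0.00682). The spread in untreated mouse skin came from replicate 2, the highest untreated mouse sample for Krtap3-3 and Krtap9-3. With the anagen hair follicle score as a covariate, the differences were 0.85 for Krtap3-1, 0.33 for Krtap3-3, 0.68 for Krtap1-5, 0.57 for Krtap9-3 and -1.08 for Krt27, and none was called by edgeR. Krtap genes have similar copies and their counts are uncertain.

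**Figure D2:**
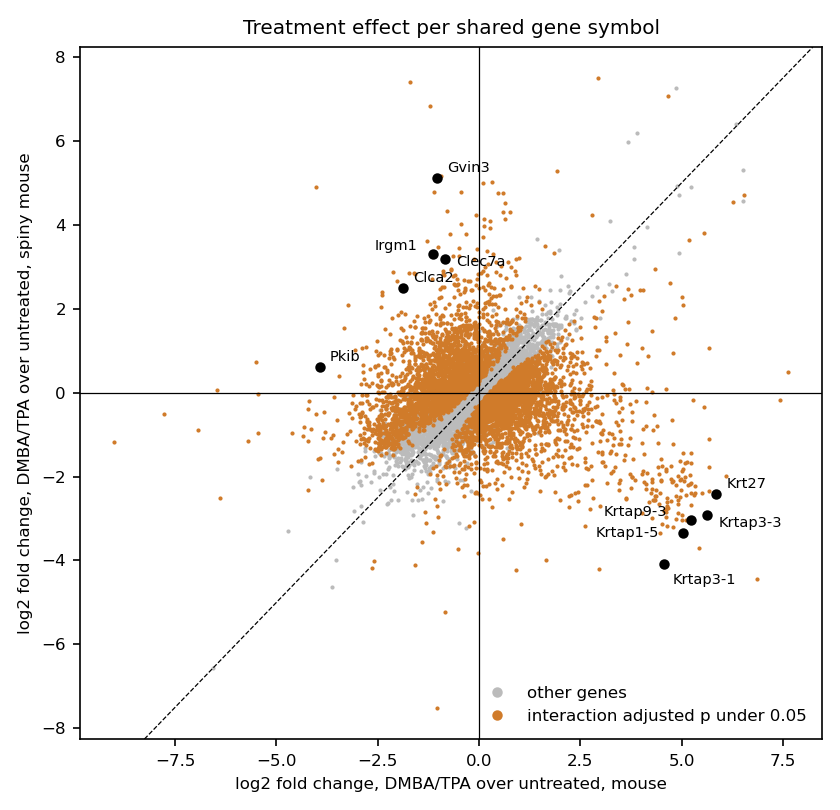
Log2 fold change of DMBA/TPA over untreated skin in spiny mouse (vertical axis) against mouse (horizontal axis) for the shared symbols, each a point, with genes called in the interaction test in orange, the 10 named genes in black and a dashed line where both effects are equal. The hair keratin Krt27 lay at 5.86 in mouse and -2.42 in spiny mouse, and Gvin3 at -1.05 and 5.12.

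None of the 8 sets passed the threshold for the species difference with camera. The T cell set had the smallest camera p, with a mean difference of 2.24 and 16 of 16 genes positive (p 0.0279, camera adjusted p 0.223). Inflammation (2.35, 10 of 13 positive) and interferon (2.23, 11 of 11 positive) had camera adjusted p-values of 0.41 and 0.414. Proliferation differed by -0.023 (camera adjusted p 0.968). With fry, adjusted p-values were 4.5e-05 for T cell, 0.00106 for inflammation, 0.00248 for interferon, 0.0021 for hyperplasia (mean -1.54), 0.0071 for terminal differentiation (-1.31) and 0.0103 for extracellular matrix (-0.58). With the replicate block, where same-numbered spiny mouse samples correlated at -0.355, the T cell difference was 2.20 (camera adjusted p 0.0299) and the inflammation difference 2.33 (camera adjusted p 0.184). Gene by gene, the edgeR interaction was called for 14 of 16 T cell genes, 11 of 11 interferon genes and 10 of 13 inflammation genes, each with a positive difference. Over the 102 listed genes tested, 61 were called with adjustment over all genes and 62 with adjustment over the list.

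Of the 13656 shared genes, 8101 were called in mouse, 7614 in spiny mouse and 4906 in both. Among the latter, 2063 were higher in both species, 1717 lower in both, 644 higher in mouse and lower in spiny mouse, and 482 the reverse, so 77.05% changed in the same direction. Fisher's exact test of direction gave an odds ratio of 11.4 (95% confidence interval 9.95 to 13.1). Being called in mouse raised the odds of being called in spiny mouse by a ratio of 1.61 (Fisher's exact test, two-sided p 2.22e-42). Both Fisher tests take genes as independent, which they are not, so the interval and the p measure no spread between animals. Genes were not matched on expression level, which affects calls in both species, so the ratio of 1.61 need not reflect a shared response. Across genes, which are not independent replicates, Spearman's rho of the log2 fold changes was 0.319 over all shared genes and 0.466 over those called in both. The share with the same direction was 73.87% without untreated mouse replicate 2, the alternative that moved it most, and 78.94% with the replicate block, for which same-numbered spiny mouse samples correlated at -0.355.

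Markers of tissue composition, listed in advance, also differed between the groups. The anagen hair follicle score, from genes of growing hair, went from 1.66 ± 3.56 to 9.52 ± 0.0311 in mouse (log2 CPM, SD, n = 4; exact two-sided permutation p 0.0286, the smallest this design allows) and from 7.80 ± 1.68 to 5.08 ± 1.87 in spiny mouse (exact permutation p 0.114). Untreated mouse replicate 2 had a score of 6.89, against -0.49, 0.92 and -0.69 in replicates 1, 3 and 4. The skeletal muscle score fell from 10.3 ± 0.214 to 8.07 ± 0.201 in mouse and from 10.1 ± 0.125 to 8.87 ± 0.455 in spiny mouse (exact permutation p 0.0286 in each). Adipocyte scores changed by -1.11 in mouse (exact permutation p 0.114) and -0.78 in spiny mouse (0.0286), and sebocyte scores by -0.43 (0.143) and -0.53 (0.0286). Adjusted by the Benjamini-Hochberg method over these 8 exact permutation tests, the p of 0.0286 became 0.0457 and that of 0.114 became 0.131.

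**Figure D3:**
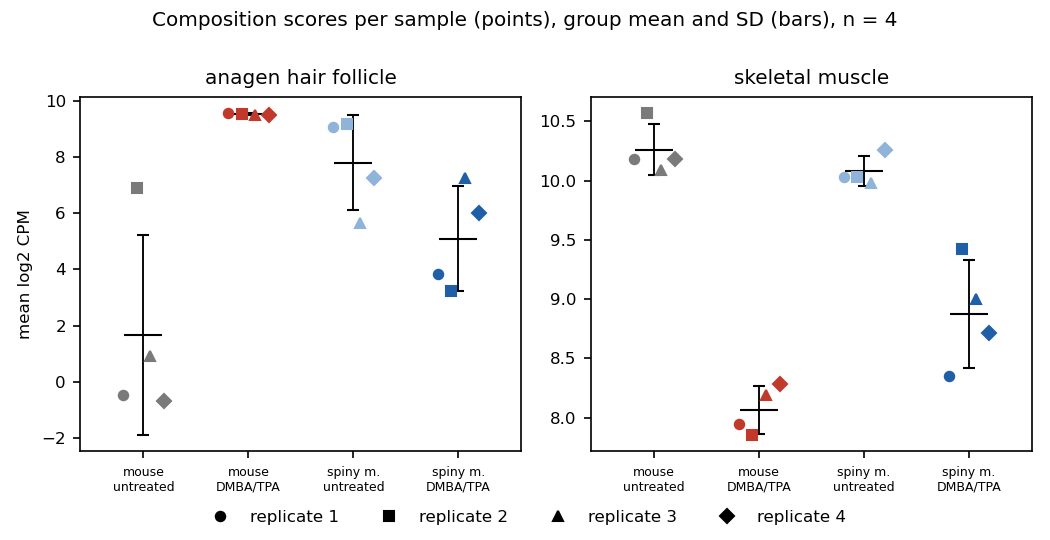
Anagen hair follicle and skeletal muscle scores, as mean log2 CPM on the vertical axis, for each sample of the 4 groups, with the group mean and SD (n = 4) as bars and the replicate number as symbol. Treated mouse samples lay between 9.50 and 9.57 for hair follicle genes, while untreated mouse replicate 2 lay at 6.89 and the other 3 untreated mouse samples below 1.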

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

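Corrections for gene length and GC content, tests of scaling, hair follicle phase and muscle content for the immune gene sets were chosen after the results were seen, as were those of library size, mislabelling, small RNA, transcript length and random covariates for untreated mouse replicate 2.

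The effect of DMBA/TPA differed between the species for 6290 genes by the interaction test. In 6 of 100 splits drawn from the 128 that keep same-numbered samples apart, the real one included, as many genes were called. All 6 kept or reversed every label of at least 1 species, as did 23 of the 100 splits drawn. Such a split keeps the whole treatment effect of that species in the contrast, so it tests less than a regrouping of all samples. None of the other 77 splits, which regrouped samples of both species, gave as many genes. Within species, 1 of 8 splits that part same-numbered samples, the real one, gave as many genes in mouse, and likewise 1 of 8 in spiny mouse. With 8 splits the share cannot fall under 0.05. The 27 other splits of each species leave some same-numbered samples together. With these included, 1 of 35 splits, the real one, gave as many genes in each species. Gene length did not account for the counts within either species, nor GC content for that of mouse. GC content was not tested in spiny mouse. After correction for length 12591 genes were called in mouse and 8400 in spiny mouse, and after correction for GC content 11838 in mouse.

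Among gene sets, a difference in effect was found by fry for T cell (2.24), inflammation (2.35), interferon (2.23), hyperplasia (-1.54), terminal differentiation (-1.31) and extracellular matrix (-0.58). None of these passed with camera without the replicate block, with adjusted p-values from 0.223 to 0.574. With the replicate number as a block (same-numbered spiny mouse samples correlated at -0.355) the T cell difference passed camera (2.20, adjusted p 0.0299, in a range of 1.84e-09 to 0.657 over 26 alternatives). With a fixed correlation of 0.01 in place of the estimated ones, camera called T cell, inflammation, interferon and hyperplasia. For the T cell set, the smaller value under 2 other scalings was 2.14. The mean exceeded that of all 10000 random lists matched on mouse gene length and on expression (percentile 100). Genes of these lists were drawn singly, so the percentile takes no account of the correlation between genes of a set. Spiny mouse gene length was not matched. With the hair follicle score as covariate the T cell difference was 1.83, and with the muscle score 3.83. For interferon the corresponding values were 2.13, percentile 100, 0.75 and 4.24. For inflammation they were 2.24, percentile 100, 0.61 and 3.26. Neither covariate can decide, since the hair follicle score separated treated from untreated samples in mouse and the muscle score did so in both species. Dilution by muscle RNA was tested by the change of the muscle score, which was lower in mouse than in spiny mouse by 0.98 log2 units (difference -0.98). Less muscle RNA would thus have raised the share of immune genes more in mouse, the opposite of what was seen. A candidate explanation for these 3 differences is a species-specific immune response to the treatment, but they cannot be told apart from a difference in hair follicle phase. The sex of the animals is not given in the labels, and the Y-linked counts described under the other observations leave open a sex difference that follows the species. For hyperplasia, terminal differentiation and extracellular matrix no technical explanation beyond the alternatives was tested.

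The 10 named genes differed by the edgeR interaction test, Gvin3 by 6.16, Pkib by 4.55, Irgm1 by 4.44, Clca2 by 4.38 and Clec7a by 4.01, and Krtap3-1 by -8.65, Krtap3-3 by -8.53, Krtap1-5 by -8.39, Krt27 by -8.28 and Krtap9-3 by -8.28. Of the 50 most negative differences, 34 were keratin or keratin-associated genes, of 92 such genes tested. Their negative differences have the direction of the hair follicle score, which rose in mouse and fell in spiny mouse. That score is itself computed from keratin genes of the hair, so this likeness is partly built in. With the score as covariate, only the named keratin and keratin-associated genes were looked at singly. In mouse the hair follicle score rose by 7.87 without overlap of groups (exact permutation p 0.0286, adjusted p 0.0457). In spiny mouse its change was within the spread between animals (exact permutation p 0.114). A test of treated against untreated samples cannot separate treatment from hair cycle phase, and the labels give no age. The pattern therefore cannot be told apart from the hair cycle phase of the sampled animals. Whether the treatment or the sampling set that phase could not be decided from 4 samples in each group. For Gvin3 and Irgm1, reads shared with similar copies were not tested.

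An outlying sample was found in 5 of 116 groups of 4 values tested, where chance gives 5.8, so the number of outliers is no evidence of its own. In untreated mouse skin the gap ratio was 0.918 for Apob and 0.847 for Alb, with replicate 1 highest. It was 0.885 for Krtap3-3 and 0.873 for Krtap9-3, with replicate 2 highest, and 0.946 for Mrgprb11-ps, with replicate 2 lowest. Other liver genes, from a list written without Apob and Alb, were highest in the same replicate 1 for 15 of 16 (exact binomial p 1.14e-08, over genes that are not independent). Liver-cell RNA in that sample may therefore be the source, by carry-over or in the library. No biological explanation was tested for it.

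Untreated mouse replicate 2 stood apart more widely. Across 13569 genes, without keratin genes, its deviation correlated with the hair follicle slope measured in spiny mouse at r = 0.296. Genes are not independent replicates here. With replicate 2 left out, the correlations of replicates 1, 3 and 4 were -0.0264, 0.0682 and -0.0387. Of 200 random covariates in place of the hair follicle score, 11 gave a correlation as large in size, so hair follicle phase remains a candidate explanation that this test does not settle. Small RNA recovery was tested by genes under 200 bases, whose median deviation was -0.299, short of the loss of 1 log2 unit that was asked for. GC content gave a rho of -0.0651, while replicate 4 had 0.231. Its total count was 0.209 of the group range from the nearest sample. A swapped label was tested by the hyperplasia score, which was 1.41 log2 units below the other untreated samples (difference -1.41), away from the treated ones. Its proliferation score of 3.96 and muscle score of 10.57 were also those of untreated samples. Its interferon score of 2.56 and adipocyte score of 5.46, however, lay within the range of treated samples, and its hair follicle score of 6.89 lay between the groups. Its sebocyte score of 5.06 was the lowest of all mouse samples, below the treated ones (5.305 to 5.476). A swap of the whole sample goes against the first 3 scores. An admixture of treated skin would have raised the hyperplasia score and lowered the muscle score, which were the lowest and the highest of the 4 untreated samples. Transcript length gave a rho of 0.128 over all genes, no larger in size than the -0.163 of replicate 3. Among 15 muscle genes, though, the rho was 0.925 (permutation p 1e-05, the smallest these permutations can give). A length effect in that library cannot be excluded, so the pattern cannot be told apart from it or from hair follicle phase. Whether the extra suffix in the column name of this sample marks a repeat library is not known.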

How the results depend on the processing

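All alternatives but library size scaling, the hair follicle and muscle covariates, joined older symbols, and the length and GC corrections were chosen before the data were examined. The counts of called genes stayed within 1.5 times the main counts and the share of same-direction calls kept its direction in all 48 results from fits that left out a replicate and in 43 of 49 results from other fits. Across fits that each left out 1 replicate they ran from 11062 to 13944 genes in mouse, from 7258 to 8132 in spiny mouse and from 5746 to 7711 for the species difference, the highest mouse and difference counts without untreated mouse replicate 2. The exceptions were the minimum absolute log2 fold change of 1, with 6730, 2226 and 2928 genes, and the skeletal muscle covariate, with 2, 577 and 151. That covariate separated treated from untreated samples in both species, so it takes up the treatment effect itself. With it no gene was called in both species, and no share of same-direction calls could be given. Over the 23 alternatives for which that share was computed it ran from 73.87% to 79.4%. It was not computed for upper-quartile factors, no low-count filter, the robust fit, limma-voom or the length correction. A similar count need not mean the same genes. With the hair follicle covariate 11952, 6491 and 6567 genes were called, of which 8720, 6125 and 3785 were shared with the fits without it, and 36.4% of the species differences were positive.

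Mouse was also fitted with the replicate number as a block. Same-numbered mouse samples had a mean correlation of 0.00943, which gave no sign that the numbers pair them but cannot exclude it. With the block 11246 mouse genes were called, 11057 of them shared with the fit without the block. For the mouse sets proliferation and hyperplasia, the call held in few alternatives. Their mean log2 fold changes were 1.54 and 4.77 with the replicate block, 1.63 and 4.63 with DESeq2 size factors, 1.53 and 4.55 with limma-voom, 1.71 and 4.89 with the length correction, 1.74 and 4.67 with the GC correction, 1.68 and 6.48 with the hair follicle covariate, and 1.13 and 1.33 with the muscle covariate, none of which passed. Across the 8 fits that each left out 1 replicate they ran from 1.54 to 1.62 and from 4.49 to 4.74, and 7 of the 8 lost the call of each set. Camera adjusted p-values over the 19 alternatives ran from 3.46e-18 to 0.566 for proliferation and from 1.38e-11 to 0.566 for hyperplasia. The direction held throughout, and the cause of the lost calls was not tested.

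In spiny mouse, hyperplasia lost its call with limma-voom (3.46) and with the replicate block (3.31), and inflammation with the replicate block (2.79). Leaving out 1 replicate gave 3.07 to 3.39 for hyperplasia, without a call in 3 of 8 fits, at values from 3.21 to 3.24. Camera adjusted p-values ran from 1.74e-14 to 0.226 for hyperplasia and from 1.31e-18 to 0.101 for inflammation over 18 alternatives. The cause was not tested.

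The set test mattered most for sets that camera did not call. A fixed correlation of 0.01 and fry left the means as they were and brought further sets past the threshold. With either, these were mouse terminal differentiation (1.06) and interferon (-1.23), spiny mouse proliferation (1.51), T cell (1.37), interferon (1.11) and extracellular matrix (-0.36), and the species differences of hyperplasia (-1.54), inflammation (2.35), T cell (2.24) and interferon (2.23). Fry alone added mouse T cell (-0.87) and the differences of terminal differentiation (-1.31) and extracellular matrix (-0.58). The estimated correlations between genes of these sets reached 0.826, which camera takes into account. The T cell difference also passed with the replicate block (2.20). Its camera and fry adjusted p-values ran from 1.84e-09 to 0.657 over 26 alternatives.

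Reversed directions occurred in means near 0 and under covariates. In mouse these were p53 and senescence with limma-voom (-0.011) and with library size scaling (-0.15), extracellular matrix with library size scaling (-0.017), interferon with the hair follicle covariate (0.41), and terminal differentiation (-1.93), inflammation (-0.56), extracellular matrix (-1.03) and p53 and senescence (-1.03) with the muscle covariate. Mouse inflammation ran from -0.048 to 0.72 when 1 replicate was left out. Among species differences, p53 and senescence was -0.072 with DESeq2 size factors, -0.0998 without the low-count filter, -0.011 with the replicate block and -0.44 with the hair follicle covariate. Proliferation was 0.20 with library size scaling. With the muscle covariate, proliferation was 0.046, hyperplasia 0.67, terminal differentiation 1.73 and extracellular matrix 0.56. Leaving out 1 replicate gave -0.16 to 0.0798 for p53 and senescence and -0.13 to 0.034 for proliferation. The cause was not tested.

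Of the 30 named genes, none lost its call in the fits that left out a replicate. Sizes were less stable than calls, and Alb ran from -8.18 to -2.52 and Apob from -10.52 to -5.395 in these fits. Alb was 1.93 with the hair follicle covariate and Sprr2a1 -0.85 with the muscle covariate, both reversed. Krtap3-1 (0.85), Krtap3-3 (0.33), Krtap1-5 (0.68) and Krtap9-3 (0.57) were reversed with the hair follicle covariate, which is computed from other keratin genes of the hair. Another 28 results of named genes fell short of the threshold in the same direction, among 390 from fits that kept all replicates. In the simulation 40.0% of mouse and 81.5% of spiny mouse genes changed by 1 log2 unit were recovered, so changes of that size were missed there, more often in mouse. Only 200 genes were changed in it, while 12085 and 8180 were called in the data. The Benjamini-Hochberg adjustment is stricter when fewer genes change, so these shares need not hold for the data. The biological coefficient of variation was 0.272 in mouse and 0.193 in spiny mouse, while total counts covered similar ranges. The effect of depth on recovery was not tested.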

Other observations

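The tests of Y-linked genes were chosen after the results were seen.

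Y-linked genes gave between 179 and 323 CPM in each of the 8 mouse samples, where Xist stayed at 2.04 CPM or less. No gene named Xist was found in the spiny mouse annotation, so no marker of females was measured there. In spiny mouse samples the same 8 genes summed to at most 2 counts. Rows for 8 of the 8 genes exist in the spiny mouse table, so Y-linked genes missing from the spiny mouse annotation is not the reason, although their models may be incomplete. A candidate explanation is that the mouse samples came from males and the spiny mouse samples from females, in which case sex and species could not be separated in the interaction. The highest sum of 2 counts, which is what male mice and female spiny mice would give, does not decide between that and poorly assembled Y-linked genes.

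T cell genes fell in treated mouse skin, and the fall was uneven. Receptor genes of gamma-delta T cells were tested as a list written before their values were seen, against those of alpha-beta T cells. Trdc went from 5.52 ± 1.62 to 1.22 ± 0.212 CPM (SD, n = 4 each; log2 fold change -2.18, edgeR adjusted p 0.000214), and Trgc1 from 4.37 ± 1.44 to 0.631 ± 0.370 CPM (log2 fold change -2.79, edgeR adjusted p 0.00154). Trdv4 and Trgv5 changed by -2.35 and -5.33. The treated level of Trgv5, 0.0263 ± 0.0525 CPM, was below what 3 counts can show, so the size of its change is uncertain. Of the alpha-beta genes, Trac changed by 0.27 (edgeR adjusted p 0.28), Trbc2 by 0.32 (0.309) and Trbc1 by -1.22 (0.0201). The mean of the gamma-delta genes was lower by 2.95 log2 units (difference -2.95), a size that Trgv5 enlarged. Fewer gamma-delta T cells in treated mouse skin is a hypothesis consistent with this. A uniform dilution of T cell RNA by other cells would have lowered both lists alike. Reads shared between receptor segments were not tested, and the levels of these genes are low. None of these receptor symbols was tested in spiny mouse, so no species comparison was made.

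Same-numbered spiny mouse samples deviated in opposite directions, with a mean correlation of -0.355. After the hair follicle score was removed the mean was 0.282, above the 0.231 that was the highest of 200 random covariates, whose median was -0.313. The negative correlation was thus lost and a positive one took its place, an outcome that the test, a loss of more than 0.5 of its size, did not provide for. Hair follicle differences that fell oppositely in samples of the same number may be the source of the negative sign, and the test does not decide this.

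Across genes, the log2 fold change of treatment had a rho of 0.0922 with gene length in mouse and -0.12 in spiny mouse, and of 0.247 with GC content in mouse, for which 99.6% of the tested genes had a value.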
